A study of Homo sapiens with 2 samples. Its data were reported in "Splicing Factor PQBP1 Curtails BAX Expression to Promote Ovarian Cancer Progression" (2024).

How the data were processed

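PQBP1, the polyglutamine binding protein 1, is a nuclear splicing factor. SpyCLIP-seq maps where such a protein touches RNA. A tagged protein is crosslinked to RNA by ultraviolet light in living cells, the RNA is trimmed with RNase, the protein is pulled down under harsh washes, and the RNA fragments left on it are sequenced. The cells were HEY, a human ovarian cancer line, which overexpressed PQBP1 with FLAG and Spy tags and were irradiated at 400 mJ per cm2. Nuclei were isolated before lysis. There were 2 libraries, 1 of the lysate (Input) and 1 of the FLAG pull-down (IP), and groups were taken from the library titles. Each group had 1 library, so there was no replicate, no test between the groups was possible, and peaks were not treated as replicates of a condition. All tests below describe the IP library alone.

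Per the methods of the study, the authors trimmed the reads with Trimmomatic, removed ribosomal RNA reads, aligned the rest with TopHat, called peaks with Piranha and annotated them with HOMER. The deposited list analysed here holds the peaks of the IP library, with a position, a read value, a p-value, a region class, a transcript, a gene and a gene strand for each. The read value is a coverage signal that the authors deposited as a count per peak. All 1489 intervals start on a multiple of 200 nt, and the value multiplied by the number of 200-nt bins in the peak was whole in all 1489 peaks, so the value was read as the mean number of reads per bin over the bins of a peak, not scaled to sequencing depth. Paired mates and multiply mapped reads are treated in a way that the methods do not state. The p-value per peak was deposited as the authors' peak caller gave it, and whether it is adjusted is not stated. Its largest value was 0.0467, so the list had passed a limit close to 0.05. How the Input library entered the peak calling is not stated either, and Input values were not analysed here. The read value and the p-value are the authors' own values and were used within this list alone, to describe, rank and filter its peaks and to compare classes of them, as a description of this library. Total sequencing depth is unknown. The only depth measure used is the 39952 reads that lie in peaks.

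The methods name the GRCh38 genome (hg38), but the positions of the list are not GRCh38 positions. Of 1441 peaks that were not intergenic and whose gene matched 1 gene of GENCODE release 44, 161 (11.2%) overlapped the span of their gene on GRCh38, and 60 of the 1489 peaks ended beyond the end of their GRCh38 chromosome. Positions are therefore printed as the list gives them, counted from 1, in a build that was not GRCh38, and they were not converted. No sequence or annotation of that build was used here. For this reason the planned tests of splice site distance, of hexamers, and of exon overlap from the reference were not run. The strand given per peak was the strand of its gene model in 1433 of those 1441 peaks and another in 8, and each of the 718 genes carried 1 strand over its peaks. The strand was therefore read as one taken from the annotation and not measured from the reads, and the planned strand test was not run. The planned ratio of IP to Input was not run because it needs Input values.

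Shares of peaks carry Wilson 95% intervals, and read values of single peaks carry exact Poisson 95% intervals. Reads without molecular identifiers are not independent molecules, so these intervals cover counting error only. For the share of exonic peaks, each peak was placed 1000 times at a random midpoint inside the gene that carried it. This used gene models by name only (GENCODE release 44, all exons of the gene merged), which needs lengths and not positions of the list. Gene names were matched through RefSeq gene identifiers, and 708 of 718 genes (98.6%) had 1 match. The observed side of this comparison was the authors' region class in place of the midpoint that had been planned. Reads per bin of exon and intron peaks were compared by a two-sided permutation test on the mean log2 value with 100000 resamples, and 95% intervals were taken from 2000 resamples of genes. Peaks per gene were related to gene length across genes by Pearson and Spearman correlation with 10000 permutations, and the 4 p-values were adjusted by the Benjamini-Hochberg method.

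The rule for the named genes was fixed before the data were examined. It named BAX, which the study followed up, then PQBP1 itself and its partners SF3B1 and WBP11, then the 5 genes with the most peaks, and the 5 peaks with the highest read value. The p-value limits of 0.001 and 1e-05, merging of near peaks, 1 peak per gene, weighting by reads or by nucleotides, ranks and the longest isoform were alternatives chosen before the data were examined. A minimum of 10 reads per bin, merging at 200 nt, mRNA peaks only, peaks of 1 bin only, comparisons within genes, all exonic classes together, 2 further forms of the re-placement, and the longest isoform or 1 peak per gene for the 3′ UTR share were added after the data were seen. Steps were tested on simulated data. The random placement recovered the known exonic share of 200 simulated genes to within 1.59 percentage points. The permutation test found a shift of 0.5 in 100 of 100 simulated sets, and it called 6 of 200 sets that had no shift. These sets held independent normal values of equal spread, with no lower read limit and no grouping of peaks in genes. They check the procedure and not how well its p-values hold for this list. The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.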

Results

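SpyCLIP-seq of tagged PQBP1 was carried out in HEY ovarian cancer cells with 1 Input library and 1 IP library, and the peaks of the IP library were analysed. The list held 1489 peaks on 24 chromosomes, and 718 genes were named in it. In total 39952 reads lay in peaks, which covered 391.8 kb. Most peaks were 1 bin of 200 nt (1264 peaks, 84.9%), and 225 peaks joined 2 or more bins, up to 7200 nt. The median read value was 11 reads per bin (quartiles 9 and 14), and the range was 6 to 1138. At this depth the typical peak rested on few reads, and there was no second IP library to check any single peak against.

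The first question was which parts of genes PQBP1 bound. Exons held 930 of the 1489 peaks, a share of 62.5% (Wilson 95% interval 60.0 to 64.9). Introns held 409 peaks (27.5%, 25.3 to 29.8). The remaining classes were small, with 80 peaks in 3′ UTRs (5.37%, 4.34 to 6.64), 41 intergenic peaks (2.75%, 2.04 to 3.71), 20 peaks in 5′ UTRs (1.34%, 0.871 to 2.07), 5 at stop codons and 4 at transcription start sites. The intervals of exon and intron shares lay far apart. The alternative that moved the exon share most was weighting each peak by its reads per bin, which gave 72.3%.

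**Figure D1:**
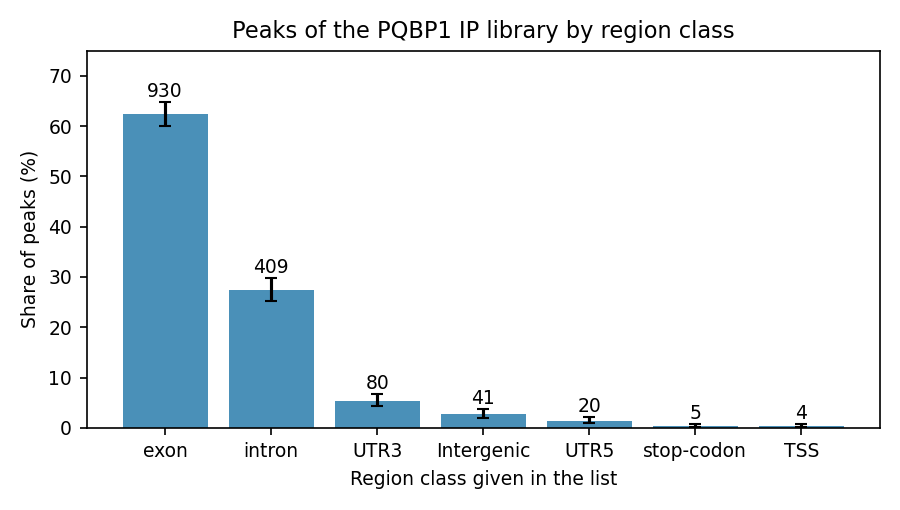
Share of the 1489 peaks of the IP library in each region class of the list, in percent; bars are shares, error bars are Wilson 95% intervals, and the number above each bar is the number of peaks. Exons held 930 peaks and introns 409.

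Introns are longer than exons, so the share was set against chance placement within the same genes. Among the 1441 peaks that were not intergenic and whose gene had a model, 1024 (71.1%, Wilson 95% interval 68.7 to 73.3) were in an exon or a UTR. When each peak was put at a random place in its own gene, 30.9% fell in exons on average, and the 1000 placements ranged from 27.2 to 34.7%. None of the 1000 placements reached the observed share, a two-sided p-value of 0.00200, the smallest that this number of placements can give. The excess was 40.2 percentage points, or 2.30 times. A stricter comparison, in which a placed peak counted as exonic if any part of it touched an exon, gave 42.6% by chance and an excess of 28.5 points. Peaks were divided into 3 classes by the exonic fraction of their gene. In the class with the lowest fraction, chance gave 9.91% and 69.8% were observed (65.5 to 73.7, 480 peaks). In the highest class, chance gave 58.4% and 74.6% were observed (70.6 to 78.3, 481 peaks). These placements assume that every position of a gene is equally present as RNA. They do not take into account how much spliced and unspliced RNA the nuclei held, which only Input could show.

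The second question was whether the signal was stronger on exons than on introns. Exon peaks had a median of 11 reads per bin (quartiles 10 and 15) and intron peaks 9 (7 and 12). The mean log2 value was 3.66 (SD 0.80, 930 peaks) in exons and 3.23 (SD 0.54, 409 peaks) in introns. The difference was 0.42 on the log2 scale (95% interval over resampled genes 0.35 to 0.51), a ratio of geometric means of 1.34. In the two-sided permutation test its p-value was 1e-05, the smallest that 100000 resamples can give. The difference was thus clear in the mean, yet smaller than the spread of single peaks within either class. It was also seen within genes. In 122 genes with both kinds of peak, the exon peaks averaged 0.30 higher (0.20 to 0.40), and they were the higher ones in 83 genes, the lower ones in 36 and equal in 3. The alternative that reduced the difference most was a minimum of 10 reads per bin, which left 0.17 (0.09 to 0.27, permutation p-value 0.00338). This minimum acts on the value that is compared, so part of the fall can come from the limit itself.

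The share of exon peaks rose with the read value. Of 131 peaks with fewer than 7 reads per bin, 42 were in exons (32.1%, 24.7 to 40.5) and 80 in introns (61.1%, 52.5 to 69.0). Of 84 peaks with 24 reads per bin or more, 65 were in exons (77.4%, 67.3 to 85.0) and 8 in introns (9.52%, 4.91 to 17.7).

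**Figure D2:**
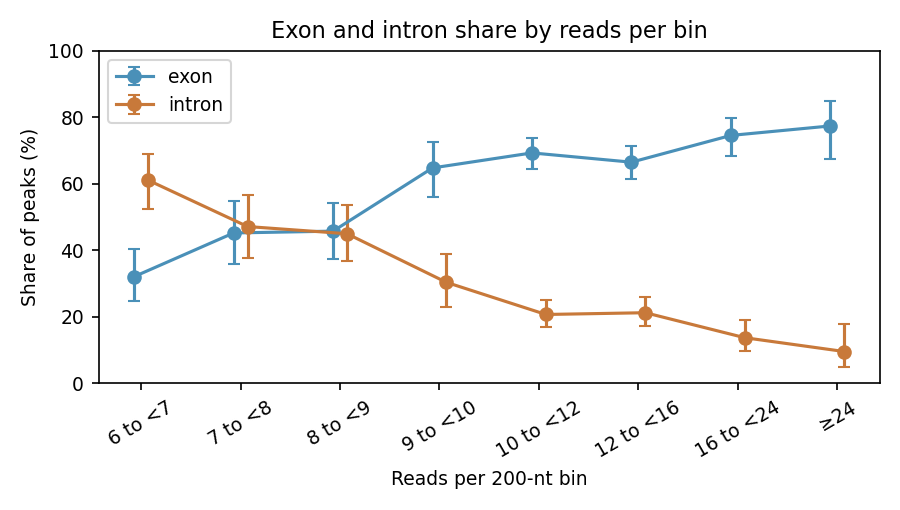
Share of peaks in exons and in introns, in percent, by reads per 200-nt bin; points are shares of the peaks in each read class and error bars are Wilson 95% intervals. The exon share went from 32.1% of 131 peaks in the lowest class to 77.4% of 84 peaks in the highest.

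By the RNA type of the transcript that the list assigns, 1338 peaks (89.9%, 88.2 to 91.3) were given to mRNA, 82 to ncRNA and 45 to long noncoding RNA. These totals include intergenic peaks, which carry the type of the assigned transcript without lying on it (16 in the mRNA total, 12 in the ncRNA total and 6 in the long noncoding RNA total). The type also belongs to the assigned transcript and not to the gene. In TRIO, 15 of 22 peaks were given to transcripts other than mRNA. The totals are therefore not counts of peaks on noncoding genes, and such peaks are left out where only mRNA peaks were used. Reads were spread differently. The peaks given to mRNA held 56.3% of all reads in peaks, and the 45 long noncoding RNA peaks (3.02% of peaks) held 23.4%. The long noncoding RNA NEAT1, singled out after its values were seen, had 8 peaks with 6861 reads, which was 17.2% of the total. MALAT1, singled out in the same way, had 7 peaks with 1924 reads.

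Peaks were unevenly divided among genes. Of the 718 genes, 476 (66.3%) had 1 peak, 242 had 2 or more, and 66 had 5 or more. These 66 genes held 37.5% of all peaks. Exon peaks without an intron peak occurred in 360 genes, intron peaks without an exon peak in 153, and both in 122. Across the 679 genes with a canonical transcript model, the number of peaks rose weakly with exonic length (Pearson r 0.25 against log10 length, Spearman rho 0.16, adjusted permutation p-values 4.00e-04 for both). With the 2 genes farthest from the median length left out, Pearson r was 0.25. With intronic length the relation was not past 0.05 after adjustment (r 0.08 with adjusted p-value 0.0596, rho 0.01 with adjusted p-value 0.717, r 0.07 without the 2 farthest). Genes are not independent replicates, and 4 relations were computed.

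BAX, the apoptosis gene that the study followed up, had 1 peak, on chromosome 19 from 49458801 to 49459200 in the build of the list, on transcript NM_138764.4 of the plus strand. The list classed it as exon. It was 2 bins wide with a mean of 13 reads per bin (exact Poisson 95% interval 8.49 to 19.1), 26 reads in all, and a p-value of 1.19e-05. Of the 1489 peaks, 442 had a higher read value, so this peak was not set apart from the bulk of the list. The peak was 400 nt wide, and the longest of the 6 exons of the canonical BAX transcript is 267 nt (exon 6), while exon 2 is 52 nt. The peak therefore cannot lie within a single exon of that transcript. Which exon it covers was not determined here, because no annotation of the list's build was used. The study itself, from its spyCLIP-seq and RIP-seq data, reported binding at exon 2 and intron 2 of the BAX pre-mRNA. It also reported binding to the BAX pre-mRNA by RIP-PCR and RNA pull-down, which were not examined here.

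PQBP1 itself had 4 peaks on chromosome X between 48755801 and 48760200, each 200 nt wide and on the plus strand of the gene. The exon peaks had 30 reads (20.2 to 42.8) from 48759601 to 48759800 and 17 reads (9.90 to 27.2) from 48758401 to 48758600. The intron peaks had 11 reads (5.49 to 19.7) and 7 reads (2.81 to 14.4). The protein was overexpressed from a construct in these cells, and reads of the construct and of the chromosomal gene are not separated in the list. SF3B1, a spliceosome component, had 1 exon peak of 11 reads (5.49 to 19.7, p-value 3.85e-06) on chromosome 2 from 198281401 to 198281600. WBP11, another partner of PQBP1, had 0 peaks. Because the list begins at 6 reads per bin, this says only that no bin of WBP11 passed the authors' limit. The study named SF3B1 and WBP11 as partners at the protein level, by immunoprecipitation and mass spectrometry. Peaks on their RNA, or the absence of peaks, do not bear on that.

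The 5 genes with the most peaks were LAMA5 with 23, TRIO with 22, AHNAK with 21, FASN with 20 and DST with 18. In AHNAK 20 of the 21 peaks were in exons and 0 in introns, whereas LAMA5 had 12 exon and 10 intron peaks. TRIO had 16 exon and 6 intron peaks, FASN 11 and 7, and DST 12 and 6. Their median read values were between 10.5 (DST) and 14 (AHNAK) reads per bin, within the quartiles of the whole list (9 and 14). Those of AHNAK and FASN (13.75) lay at or near the upper quartile. These genes thus stood out more by the number of peaks than by their height. Their exon and intron counts were not set against the exon and intron lengths of each gene. A contrast such as that of AHNAK and LAMA5 therefore need not be one of binding.

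The 5 highest peaks were all on short structured noncoding RNAs. RN7SK had 1138 reads in 1 bin (1073 to 1206) on chromosome 6 from 52860401 to 52860600. RMRP had 673 reads per bin (637.5 to 709.9) on chromosome 9 from 35657601 to 35658000. RPPH1 had 483.5 reads per bin (453.5 to 515.0) on chromosome 14 from 20811201 to 20811600. SCARNA7 had 455 reads (414.1 to 498.8) on chromosome 3 from 160232601 to 160232800. RN7SL1 had 358 reads per bin (332.3 to 385.2) on chromosome 14 from 50053201 to 50053600. The list classed all of them as exon, and each had the smallest p-value of the list, 5.19e-12, which 62 peaks shared. Together they held 11.6% of all reads in peaks. RN7SL1 has a near-identical copy, RN7SL2, with 231.5 reads per bin in its own peak, and the division of reads between the copies is uncertain. RN7SK likewise has many related copies in the genome. RNA abundance was not measured and Input values were not analysed, so the height of these peaks does not separate strong binding from abundant RNA.

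The authors' p-value and read value did not order the peaks in the same way. Among 1-bin peaks with 10 reads, the p-values ranged from 4.28e-08 to 0.0385. Among peaks of 2 or more bins with at least 50 reads per bin, 3 of 16 had a p-value above 1e-05, against 0 of 10 among 1-bin peaks. The HSP90AA1 peak of 200 reads per bin had a p-value of 6.13e-04, and the 7200-nt NEAT1 peak of 78.2 reads per bin had 0.00124. A limit on the p-value therefore removed some of the strongest wide peaks.

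**Figure D3:**
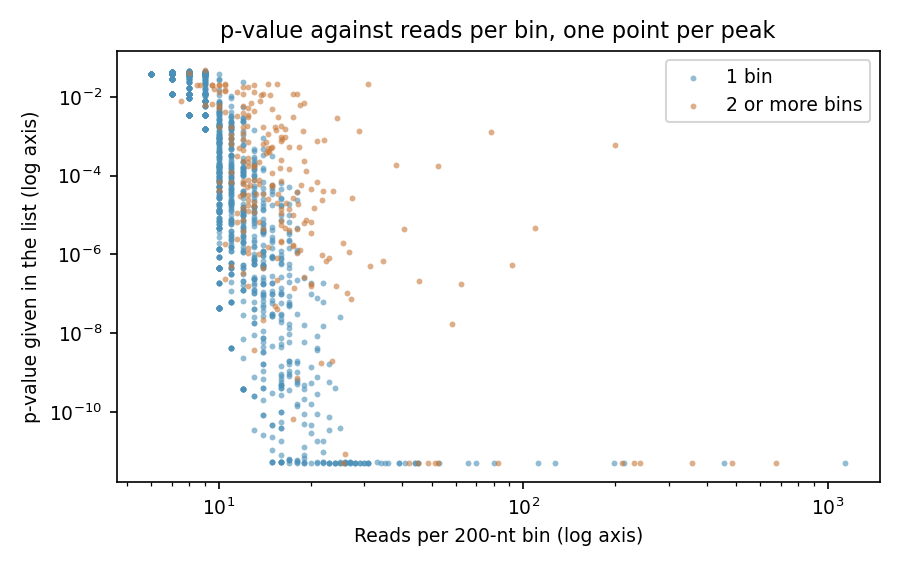
The p-value given in the list against reads per 200-nt bin, both on log axes, with 1 point per peak; colours separate peaks of 1 bin from peaks of 2 or more bins. Points at the lower edge are the 62 peaks with the smallest p-value, and the vertical columns at 10 reads and above show that peaks with equal reads had p-values from 4.28e-08 to 0.0385 (10 reads).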

Values the study reported

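The study reported that 62.46% of PQBP1 binding mapped to exons by spyCLIP-seq, and 55.18% by RIP-seq. It counted 930 bound exons and 409 bound introns. It gave 2729 genes as bound by PQBP1 in the spyCLIP-seq data.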

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

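The number of peaks stayed at 1489 when identical intervals were counted once, when chromosomes were restricted, and when peaks within 100 nt were merged. The last of these settings moved nothing because neighbouring peaks are at least 1 bin apart. A stricter p-value limit of 0.001 left 873 peaks and 428 genes, and 1e-05 left 529 peaks. Counting only genes with 2 peaks or more left 242 genes. These falls follow from the construction of the limits. Of alternatives chosen after seeing the data, merging peaks of a gene up to 200 nt apart gave 1379 peaks, leaving out intergenic peaks gave 684 genes, and a minimum of 10 reads per bin gave 1003 peaks and 469 genes.

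The exon share remained the largest class in each alternative that was run. It was 61.1% with 1 peak per gene and rose beyond its interval in 3 planned settings, to 66.6% of covered nucleotides, 72.3% when weighted by reads per bin, and 70.7% at a p-value limit of 0.001. A pair of settings chosen after seeing the data also raised it, to 70.1% with a minimum of 10 reads per bin and 69.2% with the UTR classes added. The read limit raised it because exon peaks hold more reads, as the share by read value shows. All 476 1-bin peaks with 6 to 9 reads had p-values of 0.0015 or more, so the p-value limit of 0.001 removed them. The exon share was 46.7% under 10 reads per bin and 70.1% at 10 or more. The p-value limit of 0.001 thus raised the share at least in part by acting as a read limit. At equal reads, from 10 to 20 per bin, exon peaks had larger p-values than intron peaks, and at 1e-05 the share was 69.4%. The excess over random placement was between 28.5 and 42.6 percentage points in its 3 alternatives, and 0 of 1000 placements reached the observed share in each.

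The higher read value of exon peaks kept its direction and its side of 0.05 in all 8 alternatives. The log2 difference ranged from 0.17 with a minimum of 10 reads per bin to 0.59 with 1 peak per gene, apart from the rank setting, where it was 19.04 percentile points. The read minimum, the highest peak per gene and leaving out the highest 1% of peaks select on the value that is compared. Their shifts can therefore come in part from the selection. Dividing the value by peak width, which gave 0.30, corrects for width again, since the value is already a mean per bin.

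For named genes with a peak, 8 of 16 counts under the stricter p-value limits were lower than the main count by more than 1.5 times. The BAX peak passed 0.001 and was lost at 1e-05, just below its own p-value of 1.19e-05. AHNAK fell from 21 to 4 peaks at 1e-05, while DST kept 11 of 18.

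The settings that need a position in the reference were not run for lack of a matching build. These are gene overlap, the class of the midpoint, exon overlap by 1 nt and by 50%, every setting of the splice site and hexamer results, and the strand setting. Both settings of the IP to Input ratio were not run either, as Input values were not analysed here. No paired analysis was possible because each group has 1 library. With 1 IP library and a median of 11 reads per bin, the data limit what can be said about any single peak, and peaks of 6 to 9 reads have wide counting intervals.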

Other observations

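The tests in this part were chosen only after the results they bear on had been seen. The exception is the main form of the 3′ UTR share, which is recorded as planned. No biological explanation was tested, since both groups hold the same cells.

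The number of genes here was 718. That is lower than the value quoted from the study above. The list gives a single gene to each of its 1489 peaks, so it could not name as many genes as that value. The study's gene count therefore did not come from the genes named in this list alone.

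The build of the list is a first matter to look at. Only 11.2% of the peaks overlapped the gene they are annotated to on GRCh38, and 60 peaks ended beyond the end of their GRCh38 chromosome, 1 of them on chromosome Y at 59363400, where GRCh38 ends at 57227415. Both values are consistent with a list made on an older build than the one named in the methods. Anyone who draws these intervals over a GRCh38 annotation would place most of them outside their genes.

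The p-values carry more than the read value. If they rested on the reads of the bin alone, each read value would have 1 p-value, but 1-bin peaks with 10 reads had 114 different ones. A candidate explanation is a background that follows the abundance of RNA at the place of the peak. Such a background would be higher on exons than on introns. At equal reads, from 10 to 20 per bin, exon peaks did have larger p-values than intron peaks, by 14.5 percentile points (503 and 136 peaks, permutation within each read value, adjusted p-value 2.00e-05). With 1 peak per gene the gap was 17.4 points (300 and 64 peaks, adjusted p-value 2.00e-05). If the number of peaks of a gene followed its RNA abundance, genes with many peaks should also have larger p-values. This was not seen. Genes with 5 peaks or more had p-values only 2.11 points larger than genes with 1 peak (275 and 201 peaks, adjusted p-value 0.522), and 2.04 points larger among exon peaks (189 and 134 peaks, adjusted p-value 0.522). Abundance was not measured, and the number of peaks also rose weakly with exonic length, so the comparison by peak number cannot decide. The explanation stays open for that reason. Whether the background is the Input library cannot be told apart from other backgrounds, as the list has 0 columns of Input values. If it is, the read value overstates how far exon peaks exceed their background relative to intron peaks. The exon share did not rise further between the p-value limits of 0.001 (70.7%) and 1e-05 (69.4%).

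A break lies between 9 and 10 reads per bin. The smallest p-value fell by 3.20, 3.48 and 2.32 times at the steps from 6 to 9 reads, by 35058 times from 9 to 10, and by 10.2, 10.9 and 10.6 times at the next steps. There were 116 1-bin peaks with 9 reads and 207 with 10, although counts of peaks would be expected to decline with reads. All 131 peaks with 6 reads had the same p-value, and 476 peaks with 6 to 9 reads shared 26 p-values. Later steps were uneven, as the smallest p-value was 3.60e-11 at 13 reads, 2.70e-11 at 14, 5.32e-12 at 15 and 5.30e-12 at 16. These lie near the smallest p-value of the list, 5.19e-12. A single count model based on the reads of the bin alone would give steps of similar size, and the step of 35058 times speaks against it. Since the p-values carry more than the read value, a single model that uses more than the reads is not excluded. A list joined from runs with different limits is one hypothesis, which these values cannot decide. The exon share showed no step at this break. It was 45.7% at 8 to under 9 reads per bin (37.4 to 54.3, 129 peaks), 64.8% at 9 to under 10 (55.9 to 72.7, 122 peaks) and 69.3% at 10 to under 12 (64.3 to 73.8, 358 peaks), so the larger rise came before the break.

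Joined peaks had larger p-values than single bins of the same height. With at least 10 reads per bin, 65.3% of 147 2-bin peaks had a p-value above 1e-05, while 1-bin peaks matched on reads gave 31.1% on average, between 19.05 and 38.8% over 1000 draws. Fewer reads per bin therefore do not account for it. One possible explanation is that the p-value of a joined peak is the mean over its bins, so that 1 weak bin at the edge sets it. In that case, for a pair with 1 very small p-value, doubling the value should give a p-value that single bins also have. This was so for 29 of 60 2-bin peaks with a p-value above 5e-04, within 0.1%, whereas 1000 random factors (those within 0.01 of 1 or 2 left out) gave a median of 3 and at most 11 matches. Those factors were left out after a first run had included them, and with them the highest number was 30, from a factor close to 2. If the largest p-value of the bins had been kept, the undoubled values would match, and 3 of 60 did. The averaging hypothesis would explain why wide, high peaks such as those on NEAT1 and HSP90AA1 have modest p-values. Ranking this list by p-value may therefore set such peaks too low.

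The higher read value of exon peaks was weighed against simpler causes. It stayed at 0.33 on the log2 scale in mRNA peaks, which speaks against a few abundant noncoding RNAs as its whole cause. It was 0.30 within genes that had both kinds of peak, which speaks against a difference between genes, and 0.36 in 1-bin peaks, which speaks against the joining of bins. A larger amount of spliced than unspliced RNA in the nuclei could give the same difference with no preference of the protein. The list has 0 columns of Input values, so this explanation stays open, and it applies to the exon share as well.

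Peaks classed as 3′ UTR were fewer than exon length would give. Among 927 exon and UTR peaks on mRNA, 80 had this class (8.63%, 6.99 to 10.6). Random placement along the canonical transcripts of the same genes gave 25.2% on average, and the lowest of 1000 placements was 20.6%, so short 3′ UTRs of these genes do not explain it. With 1 peak per gene the share was 11.0% of 473 peaks against 31.0% by chance, and 0 of 1000 placements were as low, so a few genes with many coding peaks do not explain it. Whether the exon class also takes in 3′ UTR sequence stays open. In 36 genes with both classes, an exon peak lay downstream of a 3′ UTR peak in 1, but an exon peak placed in the 3′ UTR upstream of such a peak, or in a gene with no 3′ UTR peak, would not be seen this way. Uneven coverage along transcripts in the lysate was not tested, since only Input could show it.

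The genes with peaks were unevenly spread over chromosomes. Of 19974 protein-coding genes, 638 had a peak. A chi-square over 24 chromosomes as large as the observed 49.5 occurred in 4 of 10000 random gene lists matched on exonic length and GC content (p-value 5e-04), so these properties do not explain it. Chromosome 8 had 37 genes with a peak against 20.6 in matched lists (adjusted p-value 0.0144) and chromosome 12 had 49 against 30.9 (adjusted p-value 0.0264). Chromosome 4 had 9 against 19.4, which was not past 0.05 after adjustment (0.0880). The calls depended on the matching. Against unmatched lists, chromosome 4 passed (24.1 expected, adjusted p-value 0.0192), and chromosomes 8 (22.3 expected, 0.0576) and 12 (33.1 expected, 0.0720) did not. The overall unevenness was seen with both kinds of list (p-value 7.00e-04 without matching), while no single chromosome passed under both. Part of the excess on chromosome 8 lay in the last 5 Mb of its long arm, where 15 of 105 coding genes had a peak against 5.46 expected (two-sided p-value 4.00e-04). The rest of the chromosome had 22 against 15.1 (p-value 0.102), so one cluster cannot be told apart from a broader excess with these numbers. Expression level or gene copy number in HEY cells could produce such a pattern with no preference of PQBP1. The list has 0 columns of RNA or DNA levels, and this stays open.

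Among the peaks on PQBP1, 2 were classed as intron. If all reads on this gene came from the construct, which has no introns, no peak would lie wholly in an intron. Whether these 200-nt bins also hold exon sequence was not determined, so reads from the construct and from the cell's own gene cannot be told apart.

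The class named stop-codon has 5 peaks, of which 1 is on a microRNA transcript (MIR6723, singled out after its values were seen). A candidate explanation is that the class marks the end of a transcript, not a stop codon. Only 1 peak of the class on RNA other than mRNA bears on it, which is too few to decide it.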
